A study of Drosophila melanogaster with 6 samples. Its data were reported in "Soma-germline communication drives sex maintenance in the Drosophila testis" (2024).

How the data were processed

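Droplet-based single-cell RNA sequencing (10x Genomics) was carried out by the authors on dissected adult Drosophila melanogaster testes of 2 genotypes, wild-type and chinmoST, at 3 ages of the adult fly (3–5 d, 6–8 d and 9–11 d). There was 1 library per genotype and age, 6 in all. The labels give the age and the genotype of every library, and the groups were taken from these labels alone.

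Per the labels and the study's methods, the authors aligned the reads to the dm6 genome and made unique molecular identifier (UMI) counts per gene and barcode with Cell Ranger. A UMI marks 1 captured RNA molecule, so copies made by PCR were counted once. The deposited matrices hold these counts without normalization for 17612 genes, of which 17537 were paired with a gene symbol and a position in the BDGP6 annotation, whose coordinates are those of dm6. The authors then kept cells with 200 to 6000 detected genes and under 10% mitochondrial UMIs, integrated the libraries, clustered the cells with Seurat and named the clusters from marker genes. Their deposited table of cells gives the UMI count and the gene count of each kept cell, its percent of mitochondrial UMIs, its library, its cluster and its cell type, and this annotation was used unchanged. It places the cells in 19 clusters and 17 cell types, 6 of the germline and 11 somatic.

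The files hold 31832 barcodes, of which 26555 lie within the stated limits and 26549 are in the table of cells. The other 6 barcodes within the limits were not in that table, and the reason is not given in the sources used here. The upper limit on genes removed 1041 barcodes and the mitochondrial limit removed 4236. No doublet caller was run, because the authors' set of cells was kept, so the upper limit on genes was the guard against droplets with more than 1 cell. The 4 libraries of the later ages held exactly 5000 barcodes each, while the 3–5 d libraries held 4772 and 7060, so the number of barcodes was not set in the same way in all libraries. The smallest UMI count of a kept cell ranged from 879 to 2105 between libraries, and a share of cells can follow that minimum.

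Cells of 1 library are not independent replicates. UMI counts were therefore summed over the cells of each type within each library, and the library was the unit of every test of genes within a type and of every test of shares. The 3 ages of a genotype were taken as its 3 replicates, as the study pooled them, so the spread between replicates includes the effect of age. A library entered a test of a type where it held at least 3 of its cells. Summed counts were compared in R 4.3.3 with the quasi-likelihood F-test of edgeR 4.0.16, with trimmed-mean (TMM) scaling, the default filter on low counts and Benjamini-Hochberg adjustment over all tested genes, and a gene was called at an adjusted p under 0.05. Adjusted p-values in the text are from this edgeR test unless another tool is named. Log2 fold changes are chinmoST minus wild-type and are on edgeR's scale with its default prior count, so they understate the change of genes near 0. The standard errors (SE) beside them are not from the edgeR fit. They come from the spread between libraries of log CPM with a prior count of 2, which is another scale. A fold change divided by its SE therefore does not give the p printed with it. Levels are CPM, the UMIs of a gene scaled to all UMIs summed for the type in that library, given as mean ± SD over 3 libraries. A value of 1 library has no replicate, and its 95% interval (exact Poisson for a count, Clopper-Pearson for a share) covers counting error only. A count of 0 was read against a floor of 3 counts.

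The difference between the effects of genotype in cyst stem cells (CySCs) and in germline stem cells and spermatogonia (GSCs/spermatogonia) was tested as an interaction term in 1 edgeR fit of both types. The main fit had no library term, so it took the sums of both types from a library as independent. A fit with the library as a block was an alternative. Shares of cells per library were compared by an exact two-sided permutation test of 3 against 3 libraries, in which the smallest possible p is 0.1, so none of these tests could reach the threshold. Shares of 6 germline types and of 3 cyst-lineage types formed 2 families for adjustment. The 3 gene sets fixed by symbol before the data were examined (cytoplasmic ribosomal proteins, mitochondrial ribosomal proteins and subunits of oxidative phosphorylation) were tested in 4 cell types with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, with fry beside it, as 1 family of 12 tests. Python 3.11 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used for the rest.

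The samples, tests, alternatives and genes to be named were chosen before the data were examined, with the exceptions stated below. Genes are named by a rule with 2 parts. The first part is a list taken from the questions of the study, 27 genes for hub cells, CySCs, early and intermediate cyst cells and 19 genes for GSCs/spermatogonia and early spermatocytes, of which the text gives those that bear on a comparison and the number of the rest. The study discussed these genes on the same libraries, so a p-value adjusted over the list alone is not independent evidence. The second part takes, in CySCs, intermediate cyst cells, GSCs/spermatogonia and early spermatocytes, the 5 largest rises and the 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 50 CPM in the higher genotype and every library of 1 genotype above every library of the other. A gene that served to name a cell type is not reported as a result in that type.

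Alternatives were DESeq2 1.42.0, size factors by relative log expression (RLE), no filter on low counts, the age as a block, thinning to the shallowest library, a minimum of 10 cells per library, a fold-change floor of 1.5, a prior count of 2, a minimum of 1000 UMIs per cell, fry and an estimated correlation for gene sets, an edgeR test on numbers of cells, and leaving out each library in turn. A pair of alternatives was chosen after seeing the data. One kept cells with at least 2105 UMIs, the largest of the 6 smallest counts, and is called the common UMI minimum. The other fitted a batch term that parts the 3–5 d libraries from the later ages.

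Wild-type and chinmoST libraries of the same age share a replicate number. The deviations of the 2 libraries of an age from their genotype means were correlated over all tested genes in 8 cell types, which gave 24 correlations between 0.00655 and 0.850. Of these, 21 were over 0.1. In 5 of the 8 types all 3 ages were over 0.1, namely hub cells, CySCs, intermediate cyst cells, late spermatocytes and early spermatids, and there the age was read as pairing the libraries. The low values were 0.0802 in early cyst cells and 0.0195 in early spermatocytes at 6–8 d, and 0.00655 in GSCs/spermatogonia at 9–11 d.

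The edgeR and DESeq2 steps were tested on simulated counts with the real means and library sizes, in which 200 genes were changed 4-fold. edgeR recovered 14.5% of these among 4281 genes in hub cells, 0.5% of 2943 in CySCs, 70% of 2236 in early cyst cells, 44.5% of 8988 in intermediate cyst cells, 6.5% of 6210 in GSCs/spermatogonia, 83% of 6287 in early spermatocytes, 74% of 7466 in late spermatocytes and 65% of 9010 in early spermatids. DESeq2 recovered 40.5%, 31%, 71.5%, 71%, 14%, 84.5%, 79% and 79.5% in the same order. edgeR with age as a block recovered 4%, 2.5%, 58%, 0%, 4.5%, 77%, 64.5% and 61%. The simulation gave each gene the same mean at every age of a genotype, so its counts held no effect of age. What the block recovers or calls falsely where age pairs the libraries was therefore not tested. False calls numbered at most 10 for edgeR, at most 13 for edgeR with age as a block and at most 52 for DESeq2. A count of 0 in hub cells or CySCs does not exclude changes of this size.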

Results

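Testes of adult wild-type and chinmoST flies were profiled by single-cell RNA sequencing to follow how cell types and their transcripts change as the mutant ages. The gene chinmo encodes a transcription factor, and chinmoST is an allele of it that lowers its expression in the somatic cyst lineage, the cells that enclose the germ cells. The study asked which cell types change in number, which genes change in the cyst lineage and which in the germ cells that it surrounds. Each genotype was sampled at 3 ages of the adult, 3–5 d, 6–8 d and 9–11 d, with 1 library per age, so that 3 wild-type libraries were compared with 3 chinmoST libraries. Values are mean ± SD with n = 3 libraries unless 1 library is named.

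The 6 libraries held 31832 barcodes with 611192015 UMIs, and 26549 cells were kept, 14152 of the germline and 12397 somatic. The wild-type libraries held 107717354 UMIs at 3–5 d, 110057136 at 6–8 d and 93306898 at 9–11 d, and the chinmoST libraries held 73222741, 125618077 and 101269809 in the same order. Kept cells numbered 4490, 4399 and 3928 in wild-type and 6660, 3799 and 3273 in chinmoST. They carried 38.8%, 32.1% and 29.4% of all UMIs in wild-type and 51.8%, 20.4% and 24.4% in chinmoST. Most of the rest lay in the barcodes above 6000 genes, which made up 1.73% to 4.84% of the barcodes of a library and held 47.4% to 76.4% of its UMIs. Barcodes above the mitochondrial limit made up 1.01% and 3.90% of the wild-type and chinmoST libraries at 3–5 d, 9.26% and 18.88% of the later wild-type libraries and 19.58% and 30.54% of the later chinmoST libraries.

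Kept cells carried fewer UMIs in chinmoST. Their median UMI count was 4123, 3296 and 2372.5 in the wild-type libraries and 2264, 1990 and 1865 in the chinmoST libraries, and the median number of detected genes was 1570.5, 1453 and 1113.5 against 977, 1036 and 1054. The smallest UMI count of a kept cell was 1863, 2105 and 1392 in wild-type and 879, 1112 and 1260 in chinmoST. Of the kept cells, 10.5%, 0% and 42.5% in wild-type and 46.8%, 52.6% and 57.5% in chinmoST had fewer than 2105 UMIs.

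**Figure D1:**
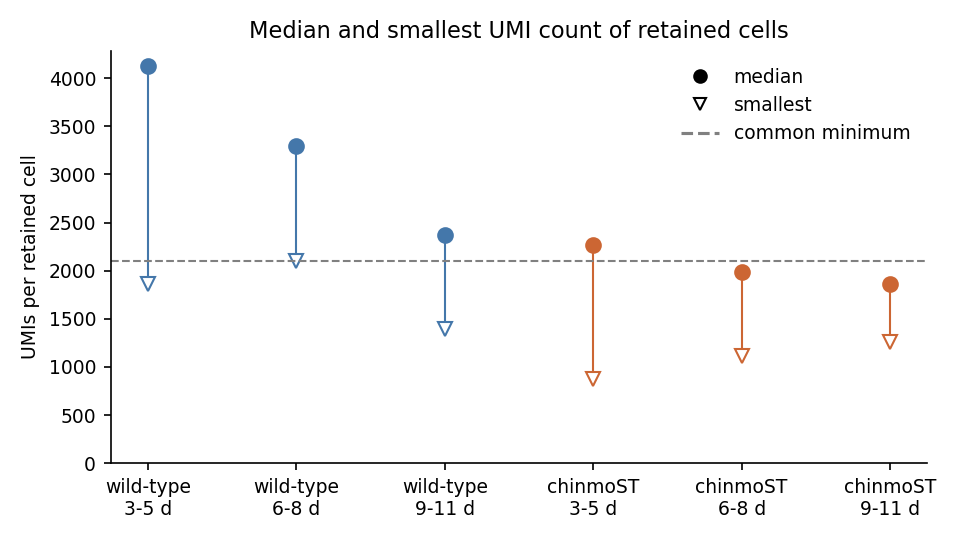
Median (dots) and smallest (triangles) number of UMIs per kept cell on the vertical axis in each of the 6 libraries, with a dashed line at the common UMI minimum of 2105. The 3 chinmoST medians lie between 1865 and 2264 and the wild-type medians between 2372.5 and 4123.

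The libraries also differed in ways that the genotype does not account for. Over all barcodes, the small mitochondrial ribosomal RNA mt:srRNA (FBgn0013688) was at 1.23 CPM in the wild-type and 3.95 CPM in the chinmoST library at 3–5 d, and between 151 and 822 CPM in the 4 later libraries. The split followed the age, with both genotypes on each side. In addition, 5 genes on the X chromosome were detected in the wild-type library at 3–5 d and in all chinmoST libraries but were at or near 0 in the wild-type libraries at 6–8 and 9–11 d, and 5 others showed the reverse. A difference between genotypes in an X-linked gene is therefore given per age below where the gene is named from the list, because the wild-type library at 3–5 d goes with the chinmoST libraries in these 10 genes. Another 16 genes, all autosomal, were detected in all wild-type libraries and were at least 50-fold lower in all chinmoST libraries. These genes were chosen after their values were seen.

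**Figure D2:**
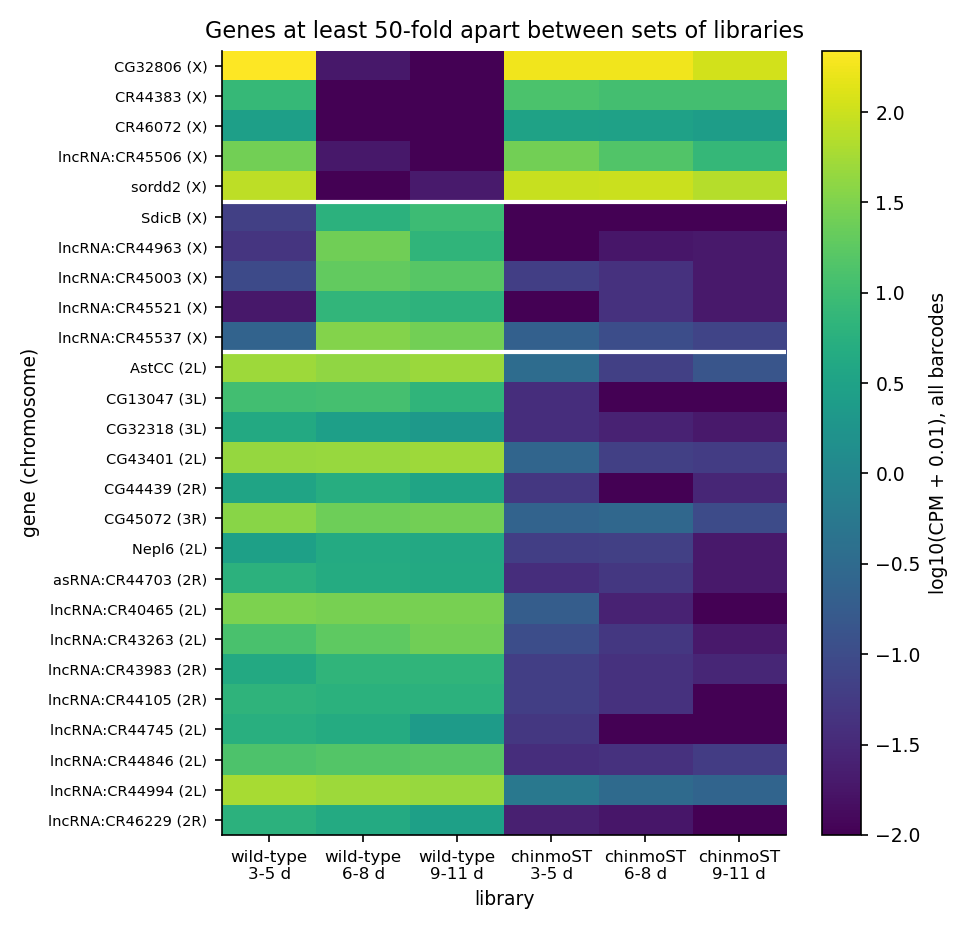
Heat map of log10(CPM + 0.01) over all barcodes for 26 genes at least 50-fold apart between the sets of libraries named above, in 3 groups: 5 X-linked, 5 X-linked and 16 autosomal genes (vertical axis) by 6 libraries (horizontal axis). The wild-type library at 3–5 d resembles chinmoST in the 10 X-linked genes and wild-type in the 16 autosomal ones.

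The targeted gene, chinmo (FBgn0086758, BDGP6 chromosome 2L, 1651258 to 1704682, plus strand), was examined first. In CySCs it was at 324 CPM (95% interval 224 to 453), 679 CPM (524 to 865) and 572 CPM (481 to 675) in the 3 wild-type libraries in order of age. In chinmoST it was at 5.91 CPM (1.22 to 17.3, from 3 UMIs), 87.4 CPM (62.1 to 120, from 39 UMIs) and 2.78 CPM (0.337 to 10.1, from 2 UMIs). The means were 525 ± 182 and 32.0 ± 48.0 CPM, a log2 fold change of -3.93 (SE 1.05), and every chinmoST library lay below every wild-type library. The adjusted p was 0.301 over all genes (edgeR) and 0.0141 adjusted over the list alone. With age as a block the log2 fold change was -4.66 and the edgeR adjusted p over all genes 0.0174, and DESeq2 gave an adjusted p of 0.00778. Leaving out 1 library moved the log2 fold change between -6.35 and -3.23, and the gene passed over the list in 6 of 6 such fits.

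In hub cells, the somatic cells at the tip of the testis, chinmo was at 160, 398 and 522 CPM in the wild-type and 61.5, 256 and 164 CPM in the chinmoST libraries, with a log2 fold change of -1.12 (SE 0.62) and an edgeR p of 0.240 adjusted over the list alone. It was lower in chinmoST at 3 of 3 ages, and with age as a block the edgeR adjusted p over all genes was 0.0297. Early cyst cells (93.8 ± 59.6 and 94.7 ± 81.2 CPM) and intermediate cyst cells (19.6 ± 5.63 and 24.2 ± 11.8 CPM) showed no difference beyond the spread, and the sign of both changes, -0.09 and 0.29 on the log2 scale, depended on single libraries. It became 0.54 in early cyst cells without wild-type 9–11 d and 0.48 without chinmoST 3–5 d, and -0.11 in intermediate cyst cells without chinmoST 9–11 d. In GSCs/spermatogonia chinmo was at 277, 506 and 139 CPM in wild-type, the later ages from 11 and 3 UMIs, and at 322, 456 and 477 CPM in chinmoST. The log2 fold change was 1.23 (SE 0.52, edgeR p 0.156 adjusted over the list alone). In early spermatocytes the means were 158 ± 22.9 and 209 ± 57.2 CPM, with a log2 fold change of 0.63 (SE 0.34, edgeR p 0.0810 adjusted over the list alone).

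The effect of genotype on chinmo differed between CySCs and GSCs/spermatogonia by -5.02 on the log2 scale (edgeR interaction term, unadjusted p 0.00021, adjusted p 0.161 over 6134 genes). Of the alternatives that kept all libraries, the library as a block moved this most, to -5.55 with an adjusted p of 1.14e-07, within a range of 1.14e-07 to 0.318. Leaving out 1 library gave values between -7.78 and -4.45. Without chinmoST 6–8 d the difference was -7.78 and the edgeR adjusted p 0.00342.

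**Figure D3:**
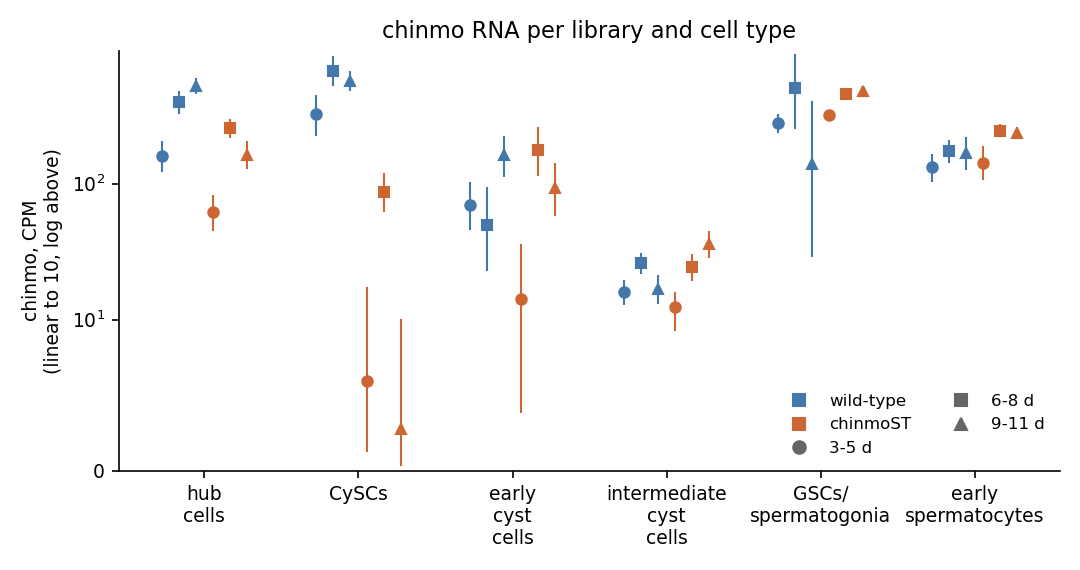
chinmo level in CPM (vertical axis, linear to 10 and logarithmic above) in each library of 6 cell types (horizontal axis), with exact 95% Poisson intervals that cover counting error only. In CySCs the 3 chinmoST libraries, at 2.78 to 87.4 CPM, lie below the 3 wild-type libraries, at 324 to 679 CPM.

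The share of each germline type among all germline cells was compared to ask whether early germ cells accumulate in the mutant. Per the study's methods, spermatids were removed by filtering before sequencing. These shares therefore also follow how far each library was cleared of them, which was not measured. GSCs/spermatogonia made up 1.07% (0.634% to 1.68%), 0.222% (0.0814% to 0.482%) and 0.157% (0.0428% to 0.402%) of germline cells in wild-type, from 18, 6 and 4 cells. In chinmoST they made up 2.12% (1.57% to 2.79%), 8.48% (7.41% to 9.64%) and 6.72% (5.75% to 7.79%), from 49, 211 and 162 cells. The intervals are Clopper-Pearson. The mean rose from 0.482 ± 0.508% to 5.77 ± 3.29%, a difference of 5.29 percentage points that was positive at 3 of 3 ages. The exact two-sided permutation p was 0.1, the smallest that 3 against 3 can give, and 0.45 after Benjamini-Hochberg adjustment over 6 types. Of the alternatives, the common UMI minimum moved the difference most, to 9.06 points, and without chinmoST 6–8 d it was 3.94. One of the 6 markers used to name this type, nanos, itself differed between genotypes (edgeR adjusted p 0.0298), so the share is not independent of that gene.

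Early spermatocytes made up 6.29%, 3.77% and 3.10% of wild-type and 5.61%, 18.2% and 37.6% of chinmoST germline cells. The means were 4.39 ± 1.68% and 20.5 ± 16.1%, a difference of 16.1 points that was positive at 2 of 3 ages (exact permutation p 0.2, adjusted 0.45). This difference followed the number of UMIs per cell. Of the chinmoST early spermatocytes, 63.8%, 79.9% and 81.7% had fewer than 2105 UMIs, against 13.2%, 0% and 41.8% in wild-type. At the common UMI minimum the shares were 5.90%, 3.77% and 3.66% in wild-type and 3.27%, 9.13% and 18.1% in chinmoST, and the difference was 5.73 points (exact permutation p 0.4, range 0.2 to 0.4 between the 2 sets of cells). Without chinmoST 9–11 d the difference in all kept cells was 7.50 points. An edgeR test on the numbers of cells, in which the library is also the unit, gave log2 fold changes of 3.64 for GSCs/spermatogonia and 2.22 for early spermatocytes, both with an adjusted p of 0.0169, and an adjusted p of at least 0.390 for the other 4 types.

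**Figure D4:**
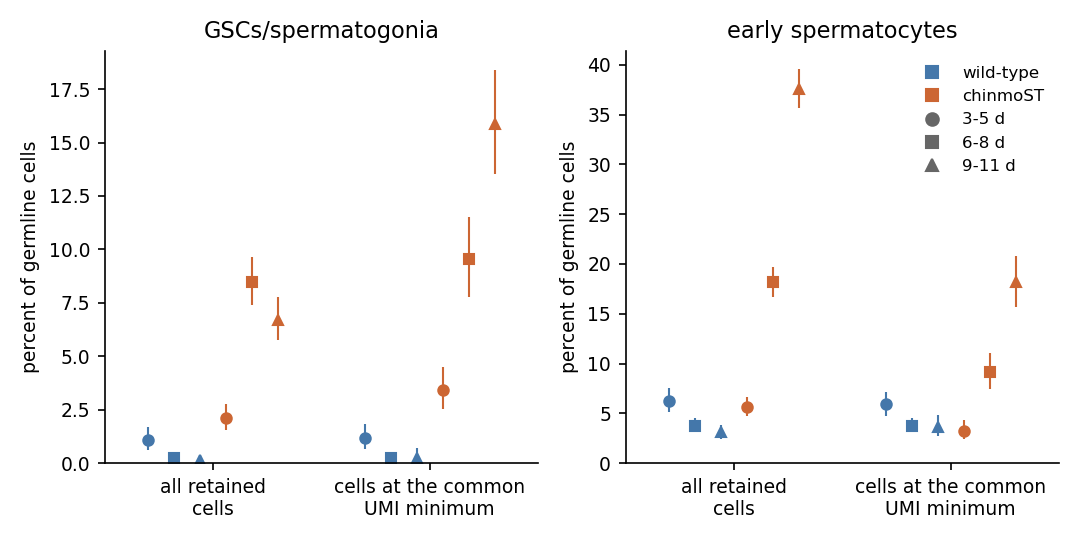
Share of germline cells in percent (vertical axis) that were GSCs/spermatogonia or early spermatocytes in each library (horizontal axis), over all kept cells and over cells with at least 2105 UMIs, with Clopper-Pearson 95% intervals. GSCs/spermatogonia rise from at most 1.07% in wild-type to at least 2.12% in chinmoST in all kept cells, and early spermatocytes at 9–11 d in chinmoST fall from 37.6% to 18.1% at the common minimum.

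The later germline types overlapped between genotypes. Late spermatocytes were at 29.8 ± 5.44% in wild-type and 24.3 ± 3.73% in chinmoST and were lower at 3 of 3 ages, with 26.0%, 36.0% and 27.2% against 22.4%, 28.6% and 22.0% (exact permutation p 0.3, and 0.25, the smallest possible, when signs were flipped within ages). Early spermatids were at 50.8 ± 6.94% and 37.9 ± 15.8% (exact permutation p 0.3), with 46.3%, 47.2% and 58.7% in wild-type and 56.0%, 30.3% and 27.4% in chinmoST, so they were higher in chinmoST at 3–5 d and lower at both later ages. Intermediate spermatocytes were at 7.22 ± 2.26% and 4.97 ± 3.51% and late spermatids, lower at 3 of 3 ages, at 7.40 ± 2.84% and 6.58 ± 3.57%, and both differences changed sign at the common UMI minimum, to 1.10 and 1.18 points. That of late spermatids also changed sign without wild-type 3–5 d (0.814) or chinmoST 9–11 d (0.599).

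Within the cyst lineage, which here comprises hub cells, CySCs, early and intermediate cyst cells, CySCs made up 0.962%, 0.709% and 1.18% in wild-type and 2.67%, 6.73% and 8.24% in chinmoST. The means were 0.952 ± 0.238% and 5.88 ± 2.88%, a difference of 4.93 points (exact permutation p 0.1, adjusted 0.15 over 3 types). At the common UMI minimum it was 5.94 points. The wild-type values rest on 9, 4 and 7 cells and the chinmoST values on 26, 33 and 31. Hub cells rose from 2.15 ± 0.728% to 3.53 ± 0.295%, by 1.38 points (exact permutation p 0.1, adjusted 0.15), and by 2.87 points at the common minimum. Early cyst cells did not differ (4.78 ± 1.53% and 4.63 ± 1.39%, exact permutation p 0.8), and the sign of their difference changed without wild-type 3–5 d (0.664), chinmoST 6–8 d (0.432) or chinmoST 9–11 d (0.0386).

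Gene expression was then compared within 8 cell types. The study describes subpopulations found largely in chinmoST within CySCs, intermediate cyst cells, GSCs/spermatogonia and early spermatocytes. A shift between subpopulations of a type is therefore not told apart here from a change within cells. At an adjusted p under 0.05, edgeR called 0 genes in hub cells (4662 tested), 0 in CySCs (3428), 0 in early cyst cells (2464), 7 in intermediate cyst cells (9184, 6 higher and 1 lower in chinmoST), 22 in GSCs/spermatogonia (6469, 2 higher and 20 lower), 262 in early spermatocytes (6501, 211 higher and 51 lower), 0 in late spermatocytes (7662) and 151 in early spermatids (9276, 13 higher and 138 lower). At an unadjusted p under 0.05 the counts were 154, 310, 199, 842, 1235, 1952, 912 and 1089. DESeq2 called 9, 57, 1, 242, 212, 436, 181 and 352, and of the 4 types with edgeR calls the share of higher genes differed most in early spermatids (100 higher and 252 lower with DESeq2). The libraries of the genotypes did not overlap in 8.77%, 16.4%, 13.03%, 15.5%, 22.1%, 34.7%, 19.4% and 18.0% of the tested genes, where chance gives 10% for 3 against 3 exchangeable libraries, which does not hold for the 5 types in which age paired them.

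The block by age raised these counts in all 8 types, and the batch term raised them further in 4, to 334 in GSCs/spermatogonia, 2151 in early spermatocytes, 413 in late spermatocytes and 609 in early spermatids. In the 5 types in which age paired the libraries the block called 282 genes in hub cells (113 higher, 169 lower), 53 in CySCs (18 and 35), 1804 in intermediate cyst cells (734 and 1070), 315 in late spermatocytes (181 and 134) and 397 in early spermatids (96 and 301). Single libraries decided several counts. In intermediate cyst cells 0 genes were called by edgeR without wild-type 6–8 d, wild-type 9–11 d, chinmoST 6–8 d or chinmoST 9–11 d, 22 without wild-type 3–5 d and 14 without chinmoST 3–5 d. In GSCs/spermatogonia the count was 2032 without chinmoST 3–5 d (1292 higher and 740 lower, so that most were higher and not lower) and between 0 and 2 without any other library. In early spermatocytes it was 1427 without chinmoST 3–5 d, 967 without wild-type 3–5 d and 0 without any of the 4 others. In late spermatocytes 242 genes were called without chinmoST 3–5 d and 81 without wild-type 3–5 d. In early spermatids the count was 45 and 48 without wild-type 6–8 d and 9–11 d, 46 and 62 without chinmoST 6–8 d and 9–11 d, 108 without chinmoST 3–5 d and 202 without wild-type 3–5 d.

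**Figure D5:**
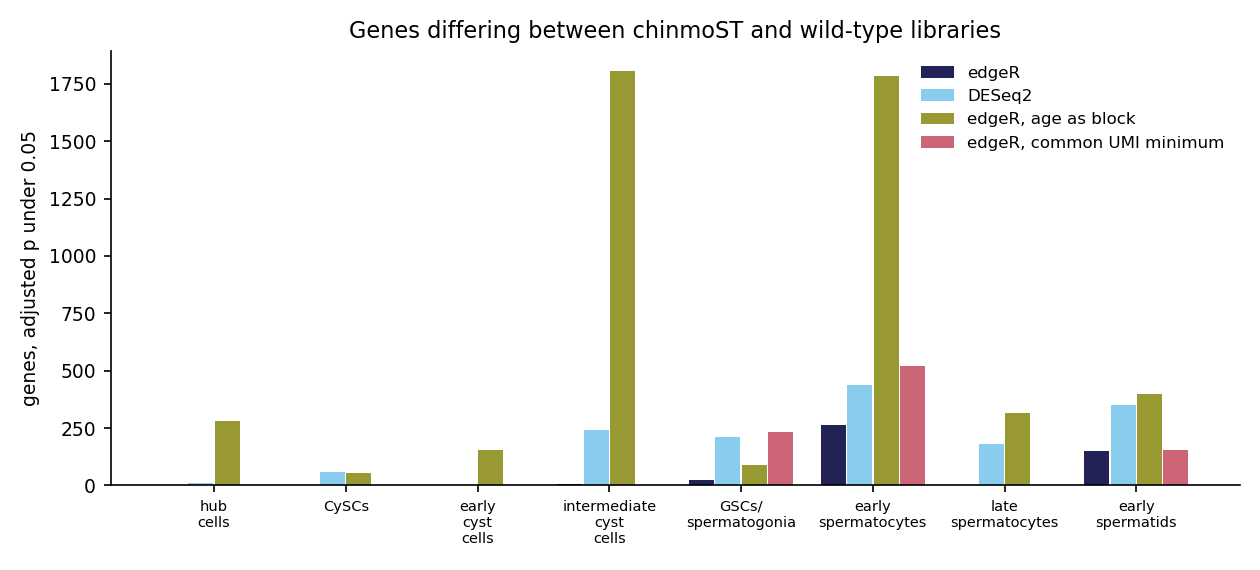
Number of genes with an adjusted p under 0.05 (vertical axis) in 8 cell types (horizontal axis) by edgeR, DESeq2, edgeR with age as a block and edgeR on cells at the common UMI minimum. The bars differ by tool and design within a type, for example from 7 to 1804 in intermediate cyst cells between edgeR without and with the block.

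In CySCs the question was whether genes of the sex determination pathway and of ovarian follicle cells move in the mutant. Of the 27 genes of the list, 20 were tested and reported, 7 passed when adjusted over the list alone and 0 over all genes (edgeR), while 7 had an unadjusted p under 0.05, DESeq2 called 6 and edgeR with age as a block 7 over all genes. One of the 7 was chinmo. The gene mamo (FBgn0267033, X, 13846116 to 13990527) rose from 27.0 ± 12.3 to 931 ± 589 CPM (log2 fold change 5.23, SE 0.72, edgeR p 0.00106 adjusted over the list alone), the wild-type value resting on 14 UMIs. It was at 19.0, 20.9 and 41.1 CPM in wild-type and 266, 1387 and 1140 CPM in chinmoST. Arc1 (FBgn0033926, 2R, 14357927 to 14360297) rose from 126 ± 99.8 to 1483 ± 1370 CPM (3.79, SE 0.89, list-adjusted edgeR p 0.00621) and Timp (FBgn0025879, 3R, 10203875 to 10213007) from 83.2 ± 90.8 to 877 ± 628 CPM (3.73, SE 1.13, list-adjusted edgeR p 0.0116). CG4250 (FBgn0034761, 2R, 22663692 to 22664474) rose from 755 ± 938 to 3363 ± 1314 CPM (2.48, SE 1.06, list-adjusted edgeR p 0.0441), but this was lost in 4 of 6 fits that left out a library, at most 0.118 without wild-type 9–11 d.

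Pvf1 (FBgn0030964, X, 18832682 to 18842901) fell from 281 ± 159 to 18.5 ± 7.69 CPM in CySCs (log2 fold change -3.65, SE 0.50, edgeR p 0.00210 adjusted over the list alone), with 190, 188 and 465 CPM in wild-type and 9.85, 24.7 and 20.9 CPM in chinmoST. ImpL2 (FBgn0001257, 3L, 4224006 to 4236147) fell from 210 ± 124 to 20.3 ± 12.9 CPM (-3.12, SE 0.73, list-adjusted edgeR p 0.00701). All of these except CG4250 passed over the list in 6 of 6 fits without 1 library. dsx (FBgn0000504, 3R, 7924323 to 7967408) and fru (FBgn0004652, 3R, 18414273 to 18545586), which carry male-specific transcripts that these counts do not separate, were lower in chinmoST at 3 of 3 ages, with log2 fold changes of -1.65 and -0.97 (list-adjusted edgeR p 0.182 and 0.442). With age as a block the edgeR p of dsx was 0.00546 over the list and 0.0900 over all genes, and that of fru 0.0927 and 0.340. Sod1 (FBgn0003462, 3L, 11112281 to 11113740), whose allele appears in the label of the chinmoST flies, was at 686 ± 112 and 286 ± 144 CPM without overlap (-0.91, SE 0.48, list-adjusted edgeR p 0.193). The filter on low counts left out Fas3 (FBgn0000636, 2L, 18320102 to 18393441), with 1 UMI in wild-type and 232 in chinmoST, and tra (FBgn0003741, 3L, 16590059 to 16591050), with 2 and 30. The wild-type libraries at 3–5 and 9–11 d had 0 UMIs of Fas3, with floors of 28.6 and 12.3 CPM, against 27.6, 117 and 231 CPM in chinmoST, so the 3–5 d pair was not resolved at this depth. The remaining 10 tested genes of the list did not pass without the block. With it, 10 genes passed over the list, the 7 above with dsx, Sod1 (edgeR p 0.0458 over the list) and the X-linked lncRNA:roX2 (FBgn0019660, X, 11579065 to 11580432; 0.0474), which was at 47.6, 167 and 61.7 CPM in wild-type and 78.8, 204 and 227 CPM in chinmoST.

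In intermediate cyst cells 23 genes of the list were tested. Of these, 6 passed when adjusted over the list alone and 0 over all genes (edgeR), 9 had an unadjusted p under 0.05, DESeq2 called 5 and edgeR with age as a block 13 over all genes. All 6 were higher in chinmoST at 3 of 3 ages. Fas3 rose from 14.8 ± 3.79 to 53.4 ± 20.9 CPM (log2 fold change 1.85, SE 0.39, list-adjusted edgeR p 0.0203). Rab7 (FBgn0015795, 3R, 23993008 to 23995452) rose from 138 ± 12.3 to 272 ± 30.4 CPM (0.98, SE 0.12, list-adjusted edgeR p 0.0203). The X-linked lncRNA:roX1 (FBgn0019661, X, 3857230 to 3862697), an RNA of the complex that raises X-chromosome output in males, was at 29.8, 11.0 and 13.7 CPM in wild-type and 71.3, 166 and 48.5 CPM in chinmoST (2.40, SE 0.64, list-adjusted edgeR p 0.0251). Arc1, Mmp1 (FBgn0035049, 2R, 24671294 to 24688184) and Timp had log2 fold changes of 1.43, 2.75 and 1.32 with list-adjusted edgeR p-values of 0.0251, 0.0373 and 0.0491. None of the 6 passed without wild-type 6–8 d, wild-type 9–11 d or chinmoST 6–8 d, and without wild-type 6–8 d their list-adjusted edgeR p-values ran from 0.112 to 0.181. Mmp1 was also lost without wild-type 3–5 d, Timp without chinmoST 3–5 d, and Arc1 and Mmp1 without chinmoST 9–11 d. lncRNA:roX2 rose from 17.5 ± 1.96 to 27.4 ± 2.57 CPM (0.65, SE 0.16, list-adjusted edgeR p 0.0855), with 15.4, 19.3 and 17.8 CPM in wild-type and 29.73, 24.66 and 27.96 CPM in chinmoST. Mst77F (FBgn0086915, 3L, 20816901 to 20818027), a gene of late spermatids, was at 1851 ± 1035 and 1058 ± 439 CPM (-0.77, SE 0.54, list-adjusted edgeR p 0.262), passed with age as a block (edgeR adjusted p 0.00379 over all genes) and stood at 1165 ± 184 CPM in 4 other somatic types of wild-type that make no sperm. The other 6 genes called with the block over all genes were chic (FBgn0000308, 2L, 5972115 to 5981018) and InR (FBgn0283499, 3R, 21570248 to 21619321), both higher in chinmoST, fru, which was lower (edgeR adjusted p 0.0179, 0.0124 and 0.0337), and the X-linked Sxl (FBgn0264270, X, 7074550 to 7098053), mamo and Ilp6 (FBgn0044047, X, 2331493 to 2334658), all higher (0.0215, 0.0214 and 0.0380). Per age, wild-type and chinmoST were at 2.54, 7.42 and 10.6 against 5.11, 19.5 and 18.6 CPM for Sxl, 12.4, 26.7 and 38.4 against 17.9, 62.2 and 57.8 CPM for mamo, and 128, 213 and 200 against 174, 268 and 296 CPM for Ilp6. In hub cells 21 and in early cyst cells 13 genes of the list were tested and edgeR called 0, with 4 and 2 at an unadjusted p under 0.05. DESeq2 called 0 in both, and edgeR with age as a block called 8 over all genes in hub cells and 1, Mst77F, in early cyst cells (adjusted p 0.0157).

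Genes were also named by the size of their change. In CySCs edgeR called none. In intermediate cyst cells 7 genes were called, all 7 without overlap of the genotypes, and the 6 that rose met the limit of 50 CPM. The 5 largest rises all had an edgeR adjusted p of 0.0301 over all genes. CNMa (FBgn0035282, 3L, 1850915 to 1855591), which encodes a neuropeptide, rose from 0.725 ± 0.437 to 110 ± 50.9 CPM (log2 fold change 7.23, SE 0.57). CG15422 (FBgn0031579, 2L, 4004984 to 4005670) rose from 6.51 ± 4.04 to 314 ± 86.8 CPM (5.60, SE 0.46). Npc2a (FBgn0031381, 2L, 1988290 to 1988940), crq (FBgn0015924, 2L, 448254 to 453024) and CtsL1 (FBgn0013770, 2R, 13960675 to 13967981) had log2 fold changes of 2.43, 2.39 and 2.30, with means of 157 ± 12.3 and 847 ± 155, 34.9 ± 2.66 and 184 ± 29.0, and 602 ± 83.3 and 2954 ± 566 CPM. At the common UMI minimum and in each fit that left out a later library 0 genes were called in this type.

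In GSCs/spermatogonia the comparison asked whether germ cells next to mutant soma change. The wild-type sums were 601788, 21736 and 21506 UMIs and the chinmoST sums 2092950, 4184550 and 9081709, so that 3 UMIs stood for 138 and 139 CPM in the later wild-type libraries. The median log2 fold change over all tested genes was 0.42, against 0.49 with RLE factors, 0.36 at the common UMI minimum and -0.15 after thinning, which left 293 of the 6469 genes, and the changes below are to be read against it. Of the 19 genes of the list 13 were tested, 5 passed when adjusted over the list alone and 0 over all genes (edgeR), 6 had an unadjusted p under 0.05, DESeq2 called 1 and edgeR with age as a block 0. wuc (FBgn0033770, 2R, 12700081 to 12700851) fell from 80.9 ± 49.8 to 7.80 ± 6.08 CPM (log2 fold change -2.63, SE 0.61, list-adjusted edgeR p 0.0142). Hrb27C (FBgn0004838, 2L, 6920704 to 6932057) rose from 639 ± 115 to 2549 ± 1299 CPM (2.66, SE 0.74, list-adjusted edgeR p 0.0155). InR, Akt (FBgn0010379, 3R, 16099228 to 16105670) and the X-linked ovo (FBgn0003028, X, 5048273 to 5070929) had log2 fold changes of 2.28, 2.27 and 2.30 with list-adjusted edgeR p-values of 0.0179, 0.0179 and 0.0408. Akt and ovo had 0 UMIs in both later wild-type libraries, where the 95% interval of that count reaches 170 and 172 CPM. The chinmoST values of ovo, 24.8, 57.8 and 30.4 CPM, lay under both limits, and at 3–5 d its values were 11.6 CPM in wild-type and 24.8 CPM in chinmoST, with 95% intervals that overlap. Akt was higher in wild-type at 3–5 d, at 53.2 against 36.3 CPM. Without chinmoST 6–8 d or chinmoST 9–11 d none of the 5 passed, with list-adjusted edgeR p-values of up to 0.242. InR, ovo and wuc were lost without wild-type 3–5 d, Akt, InR and ovo without wild-type 6–8 d, and Akt, Hrb27C and ovo without wild-type 9–11 d.

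Of the 22 genes called in GSCs/spermatogonia, 21 did not overlap between genotypes and 20 met the limit of 50 CPM, 2 rises and 18 falls. One of the rises was the marker nanos and is not reported here. The other, eEF1alpha2 (FBgn0000557, 3R, 31738468 to 31743306), rose from 2.22 ± 3.84 to 104 ± 86.1 CPM (log2 fold change 4.51, SE 1.55, edgeR adjusted p 0.0298), with 0 UMIs in both later wild-type libraries, where the 95% interval of that count reaches 170 and 172 CPM. Its chinmoST values were 13.4, 185 and 114 CPM, of which only that at 6–8 d lay above these limits, and at 3–5 d it was at 6.65 CPM in wild-type. The 5 largest falls were CG33666 (FBgn0053666, X, 6476243 to 6476967; -5.37, SE 1.09, edgeR adjusted p 0.00462), CG12439 (FBgn0032094, 2L, 9077121 to 9077988; -4.39), CR43212 (FBgn0262848, X, 11595655 to 11597545, a pseudogene; -4.12), CG3491 (FBgn0028887, 2L, 14924590 to 14930565; -4.07) and sa (FBgn0002842, 3L, 21405425 to 21406738; -3.91). sa is also a marker of intermediate spermatocytes. Their wild-type means, 51.3 to 129 CPM, were set by the 2 later libraries, in which 1 UMI stood for 46.0 and 46.5 CPM, and in the wild-type library at 3–5 d the 5 genes were between 8.31 and 18.3 CPM, against 0.440 to 3.35 CPM in all chinmoST libraries. RLE factors left 0 genes called in this type, and without any 1 library other than chinmoST 3–5 d edgeR called at most 2.

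In early spermatocytes 11 genes of the list were tested, 5 passed when adjusted over the list alone and 2 over all genes (edgeR), 6 had an unadjusted p under 0.05 and DESeq2 called 4. The median log2 fold change over all tested genes was 0.06 and rose to 0.19 at the common UMI minimum. eIF4A (FBgn0001942, 2L, 5981764 to 5985909) rose from 481 ± 16.8 to 1186 ± 427 CPM (log2 fold change 1.52, SE 0.39, edgeR adjusted p 0.0435 over all genes and 0.00848 over the list). sta (FBgn0003517, X, 1481797 to 1483413), a ribosomal protein gene, rose from 511 ± 220 to 1795 ± 805 CPM (2.03, SE 0.63, edgeR adjusted p 0.0451 and 0.00848). Per age, sta was at 753, 322 and 458 CPM in wild-type and 912, 2487 and 1986 CPM in chinmoST. Over all kept cells it was at 467, 339 and 419 CPM in wild-type and 781, 1501 and 2792 CPM in chinmoST. RNA of other cells is therefore not excluded as a part of its rise. eIF4A and sta both passed over the list in 6 of 6 fits without 1 library, while over all genes 0 genes were called in 4 of these fits. aub (FBgn0000146, 2L, 10997819 to 11001476), Hrb27C and the X-linked Phf7 (FBgn0031091, X, 20160355 to 20165830) rose by 2.27, 1.25 and 0.98 on the log2 scale, with list-adjusted edgeR p-values of 0.00943, 0.0127 and 0.0478. aub is 1 of 5 early germ genes (vas, aub, zpg, bam and nanos) whose summed level over all barcodes was 12.03 ± 5.08 CPM in wild-type and 140.5 ± 109 CPM in chinmoST, so RNA of other cells is not excluded as a part of its rise. Phf7 was at 74.2, 29.5 and 44.8 CPM in wild-type and 81.4, 81.2 and 93.3 CPM in chinmoST and was the least stable of the 3, at 0.153 without wild-type 6–8 d.

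By size of change, 261 of the 262 genes called in early spermatocytes did not overlap between genotypes and 205 met the limit of 50 CPM, 162 rises and 43 falls. The 5 largest rises, each with an edgeR adjusted p of 0.0411, were hpRNA:CR46342 (FBgn0285992, X, 4921677 to 4928133; log2 fold change 4.95, 7.77 ± 2.71 to 192 ± 138 CPM), lncRNA:Hsromega (FBgn0001234, 3R, 21296127 to 21317836; 4.05), eEF1alpha2 (3.73), Bacc (FBgn0031453, 2L, 2752445 to 2757975; 3.42) and Non1 (FBgn0028473, 2R, 9396265 to 9398734; 3.41). The largest falls were the pseudogene CR43212 (-3.02, 96.2 ± 9.38 to 13.02 ± 10.7 CPM), lncRNA:CR43414 (FBgn0263333, 2L, 20296643 to 20297299; -2.93, SE 0.18, edgeR adjusted p 0.0222), Galphas (FBgn0001123, 2R, 23942538 to 23946936; -2.65), lncRNA:CR43130 (FBgn0262604, 3R, 8819618 to 8821098; -1.89) and asRNA:CR44207 (FBgn0265105, 2R, 9775110 to 9776370; -1.75). Counts of pseudogenes, antisense and hairpin RNAs are uncertain, because reads can be shared with a near-identical copy or an overlapping gene. hpRNA:CR46342 and CR43212 are X-linked. hpRNA:CR46342 was at 9.05, 4.65 and 9.60 CPM in wild-type and 36.5, 239 and 299 CPM in chinmoST, and CR43212 at 86.9, 96.1 and 106 CPM against 25.3, 5.68 and 8.13 CPM. All of these calls depended on the 4 later libraries, since leaving out any 1 of them left 0 genes called by edgeR.

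Finally, 3 gene sets were tested in 4 cell types as 12 camera tests with Benjamini-Hochberg adjustment. In CySCs cytoplasmic ribosomal protein genes were higher relative to other genes (adjusted p 1.11e-13, median log2 fold change 0.62, 85 of 86 genes higher in chinmoST), mitochondrial ribosomal protein genes lower (4.39e-05, -0.32, 13 of 72 higher) and oxidative phosphorylation genes lower (3.62e-26, -0.96, 1 of 67 higher). In intermediate cyst cells cytoplasmic ribosomal protein genes were higher (camera adjusted p 0.000279, median 0.15, 87 of 92) and oxidative phosphorylation genes lower (0.00101, -0.15, 12 of 85), and mitochondrial ribosomal protein genes did not pass (0.114, -0.07, 28 of 72). In early spermatocytes cytoplasmic (7.44e-31, 1.90, 89 of 91) and mitochondrial ribosomal protein genes (0.000204, 0.44, 64 of 72) were higher by camera, and oxidative phosphorylation did not pass (0.0580, 0.30, 59 of 84). RNA of other cells was not tested as a part of these rises. In GSCs/spermatogonia cytoplasmic ribosomal protein genes were higher by camera (0.000204, median 1.66, 88 of 91). There the sign of a set depended on the reference. Oxidative phosphorylation genes had a median of 0.33 with 58 of 81 genes higher in chinmoST but were lower relative to the other genes, whose median was 1.23 (camera adjusted p 0.00101), and mitochondrial ribosomal protein genes had a median of 0.35 against 1.22 (0.114). These medians are on the log-CPM scale with a prior count of 2. On edgeR's scale the median over all tested genes of GSCs/spermatogonia was 0.42, so the reference itself depends on the scale. Counts of 0 in the shallow later wild-type libraries were not excluded as a source of that gap or of the camera calls in this type.

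None of the 9 camera calls held under fry, whose adjusted p-values in the 12 tests ran from 0.153 to 0.939, or under an estimated correlation, where the smallest adjusted p was 0.636. The estimated correlation moved 8 of the 9 calls most, to 0.636, and fry moved oxidative phosphorylation in GSCs/spermatogonia most, to 0.939 with the sign reversed. Age as a block changed no call. Leaving out 1 library took 3 of the 9 camera calls above an adjusted p of 0.05. Cytoplasmic ribosomal proteins in intermediate cyst cells reached 0.0751 without wild-type 6–8 d, and mitochondrial ribosomal proteins in early spermatocytes 0.0631 without chinmoST 3–5 d. Oxidative phosphorylation in GSCs/spermatogonia reached 0.0529, 0.0512 and 0.1246 without wild-type 3–5 d, chinmoST 6–8 d and chinmoST 9–11 d. In the other direction, all 3 sets without a call passed in some of these camera tests. Mitochondrial ribosomal proteins passed in intermediate cyst cells without wild-type 6–8 d (0.0142) and in GSCs/spermatogonia without wild-type 6–8 d (0.000123) or chinmoST 3–5 d (0.00860), and oxidative phosphorylation passed in early spermatocytes without wild-type 3–5 d (0.00452) or chinmoST 9–11 d (0.0140).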

Values the study reported

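The study reported 26 549 high-quality cells and 17 cell populations, of which 11 were somatic and 6 germline. In chinmoST GSCs/spermatogonia it reported 302 upregulated and 556 downregulated genes. In early spermatocytes it reported 120 upregulated genes.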

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

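Of the tests in this part, the interaction term was planned, while the tests on barcodes over the gene limit and the count of other splits were chosen only after the results were seen.

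The effect of genotype on chinmo was negative in CySCs and positive, within the spread, in GSCs/spermatogonia, and the difference itself was tested. It was -5.02 on the log2 scale (edgeR interaction, unadjusted p 0.00021), with an adjusted p of 0.161 over 6134 genes. Over the alternatives that kept all libraries the adjusted p ran from 1.14e-07 with the library as a block to 0.318 with RLE factors. The fall in CySCs makes up most of the difference. A difference in depth could not produce a fall from 525 to 32.0 CPM within a library total, but depth limits the other arm, since chinmo in the later wild-type GSCs/spermatogonia rests on 11 and 3 UMIs. Of the 10 splits of the 6 libraries, 1, the real one, gave as small a p, and 10 splits cannot exclude chance at the usual threshold. The design names a biological cause, the chinmoST allele, which stays open beside a difference of strain that the design confounds with it.

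RNA of 5 genes of early germ cells (vas, aub, zpg, bam and nanos) appeared in barcodes that the comparisons above do not use, those with more than 6000 genes. Their summed level there was 17.5, 7.75 and 14.9 CPM in wild-type and 38.7, 107 and 234 CPM in chinmoST, with means of 13.4 ± 5.05 and 127 ± 99.2 CPM and no overlap. Without nanos, the marker that itself differed, the means were 12.1 and 105.7 CPM. In kept cells the level of the same 5 genes was 16.1, 4.79 and 5.28 CPM in wild-type and 46.7, 154 and 326 CPM in chinmoST, so the difference is in both sets of barcodes. Those over the limit hold 47.4% to 76.4% of the UMIs of a library. A technical candidate for the barcodes over the limit is that they are droplets in which somatic and germline cells mixed at random. In that case genes of the cyst lineage should stand near their level in kept cells, and their level over the limit was at most 0.287 of it (0.0770 to 0.287 over the 6 libraries). That value bears only on mixing with cyst cells in proportion to their number. Droplets with several germ cells, which stick together in cysts, would give the same low value, so mixing cannot be told apart from large single cells here. A loss of other germ cells at the limits was also weighed. Over all barcodes, with no limit applied, the lowest chinmoST library (43.0 CPM) was still 2.54 times the highest wild-type library (17.0 CPM), which argues against the limits as the source of the difference in these 5 genes.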

How the results depend on the processing

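The common UMI minimum and the batch term were chosen only after the data were seen, and the other alternatives before. Without leaving out a library, 31 of 71 alternative counts of genes lay within 1.5 times the count given above and 40 did not. The minimum of 10 cells repeated the main fit in every fitted type except GSCs/spermatogonia, so its counts there were kept by construction. The fold-change floor of 1.5 returned the main count in every type.

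DESeq2 called 9 genes in hub cells, 57 in CySCs, 1 in early cyst cells, 242 in intermediate cyst cells, 212 in GSCs/spermatogonia (35 higher, 177 lower), 436 in early spermatocytes, 181 in late spermatocytes and 352 in early spermatids (100 higher, 252 lower). No filter on low counts gave 23, 35, 50, 229 (28 higher, 201 lower), 1211 and 66 genes by edgeR in hub cells, CySCs, early cyst cells, GSCs/spermatogonia, early spermatocytes and late spermatocytes. RLE factors gave 0 in GSCs/spermatogonia. A minimum of 10 cells left CySCs without a wild-type library and no fit, and GSCs/spermatogonia with 1 wild-type library, which is assumed to vary like the chinmoST libraries, so its 0 genes there say little. Thinning to the shallowest library gave 1 gene in CySCs, 11 in intermediate cyst cells, 1 in GSCs/spermatogonia, 0 in early spermatocytes and 92 in early spermatids. It also cut the genes tested, to 1214 in CySCs and 293 in GSCs/spermatogonia, so these counts are not over the same genes. At the common UMI minimum 0 genes were called in intermediate cyst cells, 231 in GSCs/spermatogonia (22 higher and 209 lower, 21 shared with the 22), and 522 in early spermatocytes (319 higher and 203 lower, 221 shared with the 262). Why the counts moved was not tested.

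With age as a replicate block edgeR called 282 genes in hub cells, 53 in CySCs, 1804 in intermediate cyst cells, 315 in late spermatocytes and 397 in early spermatids. In early cyst cells, GSCs/spermatogonia and early spermatocytes the block gave 152, 89 and 1784. These types were not read as paired, because each missed the limit of 0.1 at 1 age. At the other ages their correlations were 0.740 and 0.467, 0.231 and 0.249, and 0.525 and 0.451, so pairing is not excluded there. Over the list alone the block took the calls from 0 to 12 in hub cells, 7 to 10 in CySCs, 0 to 1 in early cyst cells, 6 to 14 in intermediate cyst cells, 5 to 3 in GSCs/spermatogonia and 5 to 6 in early spermatocytes. The batch term gave 9, 33, 146, 1486, 334, 2151, 413 and 609 genes from hub cells to early spermatids, in the order of the DESeq2 counts. Leaving out 1 library gave 0 to 5 genes in hub cells, 0 to 1 in CySCs, 0 to 0 in early cyst cells, 0 to 22 in intermediate cyst cells, 0 to 2032 in GSCs/spermatogonia, 0 to 1427 in early spermatocytes, 0 to 242 in late spermatocytes and 45 to 202 in early spermatids. In hub cells the 5 came without chinmoST 3–5 d.

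The difference in the effect on chinmo became significant with the library as a replicate block (-5.55, edgeR adjusted p 1.14e-07) and with no filter on low counts (-5.19, 0.000215), and did not with RLE factors (-5.03, 0.318). Without 1 library it ran from -7.78 to -4.45.

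Of 42 alternative shares, 38 kept their direction and side. The side is whether p was under 0.05. The permutation test cannot go under 0.1 and the sign flips within ages cannot go under 0.25. For the shares tested in these ways only the direction could change, so a kept side tells nothing. The edgeR test on numbers of cells passed for GSCs/spermatogonia (log2 3.64) and early spermatocytes (2.22), a different scale and a test that the permutation cannot match at 3 against 3. At the common UMI minimum the differences of intermediate spermatocytes (1.10 points) and late spermatids (1.18) reversed. The minimum of 1000 UMIs removed cells from chinmoST 3–5 d only. Without 1 library the differences in points ran from 3.94 to 7.12 for GSCs/spermatogonia, 7.50 to 23.5 for early spermatocytes, -4.27 to -1.03 for intermediate spermatocytes, -7.56 to -2.29 for late spermatocytes, -21.9 to -7.60 for early spermatids, -2.82 to 0.814 for late spermatids, 1.15 to 1.80 for hub cells, 3.75 to 6.54 for CySCs and -0.920 to 0.664 for early cyst cells. Reversals were late spermatids without wild-type 3–5 d (0.814) or chinmoST 9–11 d (0.599), and early cyst cells without wild-type 3–5 d (0.664), chinmoST 6–8 d (0.432) or chinmoST 9–11 d (0.0386).

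All gene set calls were lost under fry. Its adjusted p-values for cytoplasmic ribosomal proteins, mitochondrial ribosomal proteins and oxidative phosphorylation were 0.247, 0.262 and 0.153 in CySCs. They were 0.249 and 0.247 for the first and last in intermediate cyst cells and 0.153 and 0.291 for the first 2 in early spermatocytes. In GSCs/spermatogonia they were 0.262 for the first, and 0.648 and 0.939 for the others with the sign reversed, because fry does not compare with other genes. With an estimated correlation the adjusted p was 0.636 for all 9. The age block changed no gene set call. Without 1 library the camera adjusted p ran, in the same order of sets, from 5.21e-17 to 1.70e-06, 1.89e-08 to 0.0128 and 2.38e-27 to 6.21e-14 in CySCs, 6.86e-06 to 0.0751, 0.0142 to 0.709 and 0.000131 to 0.0208 in intermediate cyst cells, 2.47e-07 to 0.0396, 0.000123 to 0.992 and 2.54e-05 to 0.1246 in GSCs/spermatogonia, and 6.69e-33 to 1.26e-25, 8.14e-07 to 0.0631 and 0.00452 to 0.576 in early spermatocytes. Mitochondrial ribosomal proteins in GSCs/spermatogonia reversed without chinmoST 6–8 d (0.946) or chinmoST 9–11 d (0.992).

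For named genes, 428 of 534 alternative values without a left-out library kept direction and side, 76 passed where they had not, 30 no longer passed and none reversed. A prior count of 2 does not alter the p-values, and its 63 values are all among those kept. So are the values of the minimum of 10 cells in types where it repeated the main fit. With a library left out 264 of 375 were kept, 12 newly passed, 95 no longer passed and 4 reversed, which were chinmo in early cyst cells (0.54 without wild-type 9–11 d, 0.48 without chinmoST 3–5 d) and in intermediate cyst cells (-0.11 without chinmoST 9–11 d), and otu in GSCs/spermatogonia (-0.72 without wild-type 3–5 d). The log2 fold changes of these ran from -0.84 to 0.54, -0.11 to 0.60 and -0.72 to 8.52. Depth limits GSCs/spermatogonia and CySCs most, with as few as 4 wild-type cells in a library.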

Other observations

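In this part, 4 tests had a prediction written before their values were seen: little RNA in early spermatocytes, strain on chromosome 3, X-chromosome output and the strain variant behind lost genes. All other tests here were chosen only after the result was seen, and for the early spermatocyte and chromosome 3 tests the reading of the value was also settled afterwards. The limits of 50-fold, 3-fold and 2 CPM used to pick genes over all barcodes were set after seeing the data.

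edgeR called 22 genes in GSCs/spermatogonia. That is lower than the value quoted from the study above. In early spermatocytes 211 genes were higher in chinmoST. That is higher than the value quoted from the study above. In the other direction edgeR called 51 genes lower. The study also gives a count for that direction, which is close and is not quoted above. The measures are not alike. Libraries and not cells were the replicates here and p was adjusted over all genes, while the study's methods name an unadjusted p and a floor on the fold change. At an unadjusted p under 0.05 edgeR gave 1235 genes in GSCs/spermatogonia and 1952 in early spermatocytes in both directions together, so the first of these differences turns on the threshold.

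The share of GSCs/spermatogonia and early spermatocytes rose in chinmoST, and the libraries differ in their smallest UMI count. With 1 minimum for all libraries the difference for early spermatocytes shrank from 16.1 to 5.73 percentage points, inside the spread of the libraries, so a lower minimum in the chinmoST libraries may account for a large part of it. For GSCs/spermatogonia the difference grew from 5.29 to 9.06 points, which argues against that explanation. No test of loss at the limits covered the share of early spermatocytes. For GSCs/spermatogonia, loss of other germ cells at the gene or mitochondrial limit was argued against by the ratio of 2.54 given above. That ratio is over all barcodes, and its 5 genes are markers of GSCs/spermatogonia. The wild-type shares rest on 18, 6 and 4 cells, yet at the later ages counting error leaves them far apart from chinmoST (at most 0.482% and 0.402% against at least 7.41% and 5.75%), while at 3–5 d the intervals overlap over all kept cells (up to 1.68% against 1.57% or more) and are apart at the common UMI minimum (up to 1.82% against 2.53% or more). What remains open for GSCs/spermatogonia is the genotype, the strain, the filtering out of spermatids and chance between 3 libraries of each genotype.

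Early spermatocytes of chinmoST carried few UMIs, a median of 1673, 1390 and 1476 against 3517.5, 3307.5 and 2581 in wild-type. A candidate explanation is that many of these barcodes hold little RNA of their own and mostly free RNA. The genes Rbp4, kmg, nht and Taf12L, which served to name this type, were then compared between chinmoST barcodes under and over 2105 UMIs, and the ratio of their summed CPM was 0.700 (1.11, 0.771 and 0.628 at the 3 ages). Mst77F, a spermatid gene, was 1.92 times higher under the minimum. The genes vas, aub, zpg, bam and nanos were at 196 CPM under and 195 CPM over it (ratio 1.01), but they stood at 43.0 to 259 CPM over all chinmoST barcodes, so free RNA would carry them too and this value does not decide. The fall of the naming genes goes with the explanation, yet they stay well above 0 and did not fall at 3–5 d, and genes used to name a type cannot exclude it, so the question is open.

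Mst77F was lower in chinmoST intermediate cyst cells, and it may be free spermatid RNA, since these cells make no sperm. Its level in them was 0.724 to 2.23 times its mean in 4 other somatic types of the same library, so it was also present in cells that should lack it. The mean of those 4 types was lower in chinmoST as well, at 812 ± 61.4 against 1165 ± 184 CPM, but the types differed. Muscle cells rose from 793 to 1706 CPM at 6–8 d and from 872 to 1244 CPM at 9–11 d, and hemocytes from 403 to 441 CPM at 3–5 d. The cyst cells stood at 0.572 of their wild-type level and the mean of the 4 types at 0.697. No empty droplets were measured, so free RNA and a change within the cyst cells cannot be told apart.

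The RNAs roX1 and roX2 were higher in chinmoST intermediate cyst cells, where a change of X-chromosome output could follow. X-linked genes had a median log2 fold change 0.134 above that of autosomal genes in these cells, and 0.211, 0.146 and 0.0792 at the 3 ages. In CySCs the difference was 0.00594 with mixed signs (0.111, -0.0926 and -0.0628). The values in intermediate cyst cells are in line with a small change of X output. An X chromosome of another origin in part of the wild-type flies, described next, could add to it at the later ages but not at 3–5 d, where the difference was largest. Free RNA and the identity of the cells were not tested for this pattern.

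The wild-type library at 3–5 d stands apart from the other wild-type libraries on the X chromosome. Some genes were at least 50-fold apart between both others on 1 side and this library with all chinmoST libraries on the other. Of these, 10 of 10 were X-linked, against 15.8% of 11040 detected genes (one-sided Fisher's exact p 9.52e-09). The 10 genes lay between 1789566 and 21410546 on X. Another 6 genes at the same limit parted both 3–5 d libraries from the later ones, and only 1 of those was X-linked. CG32806 (FBgn0052806, X, 1789566 to 1790418) was at 109 to 218 CPM in wild-type 3–5 d and all chinmoST libraries and at most 0.00909 CPM in the later wild-type libraries. sordd2 (FBgn0052581, X, 15796908 to 15799162) was at 73.1 to 97.7 against at most 0.0107 CPM. Both were chosen after their values were seen. Different cell types in the libraries would not pick out 1 chromosome, and the p of 9.52e-09 argues against them for the 10 genes. That p does not cover the 6 genes shared by the 3–5 d libraries, for which different cells stay open. A mislabelled or mixed library is argued against by 19 of 19 autosomal genes that part the other 5 libraries by genotype and that place this library with wild-type. An X chromosome of another origin predicts that X-linked genes also prevail among smaller differences, and they made up 34 of 57 other genes at least 3-fold apart (p 5.40e-14), which is consistent with it. The labels name the same wild-type strain for all 3 libraries, and the data cannot say which of them carry the unusual X.

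The 2 libraries at 3–5 d differ from the 4 later ones in ribosomal RNA. The lowest later level of mt:srRNA was 38.4 times the highest at 3–5 d, and the same ratio was 26.0 for mt:ND2, 17.6 for 18SrRNA-Psi:CR41602 and 19.6 for 28SrRNA-Psi:CR45859, the last of which are pseudogenes that can take reads from the ribosomal RNA itself. For mt:lrRNA it was 3.21, and for mt:CoI and mt:Cyt-b 1.00 and 0.714. Between 9–11 d and 6–8 d the same genes differed 1.10 to 2.03-fold. A difference between library batches is a candidate explanation, and the exact 5000 barcodes in each later library go with it. It is confounded with age, so batch and age cannot be told apart, but it is balanced over genotype. A batch term raised the number of genes called by edgeR to 1486 in intermediate cyst cells, 334 in GSCs/spermatogonia and 2151 in early spermatocytes. All genes named in this paragraph were chosen after their values were seen.

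The 16 genes detected in all wild-type libraries and at least 50-fold lower in all chinmoST libraries had no counterpart in the opposite direction. Of these, 13 were on chromosome 2, 3 on chromosome 3 and 0 on X. AstCC (FBgn0032337, 2L, 11083459 to 11085229) was at 41.6 CPM or more in wild-type and at most 0.328 CPM in chinmoST, and CG43401 (FBgn0263320, 2L, 1428474 to 1429159) at 45.5 or more against at most 0.246 CPM. Both were chosen after their values were seen. A strain variant should lower a gene in every lineage, and 15 of the 16 were at least 10-fold lower in both germline and somatic cells (2570 somatic UMIs in wild-type, 11 in chinmoST). The somatic UMIs may be free RNA from germ cells, and strain is confounded with genotype, so a variant cannot be told apart from an effect of chinmoST.

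A difference of strain on chromosome 3, where the label of the chinmoST flies places a Sod1 allele and a balancer, was tested on the genes that moved in 1 direction in at least 5 of 8 types. There were 58 such genes, 39 higher and 19 lower in chinmoST. Of these, 22 (37.9%) were on chromosome 3, against 1646 of 3702 tested genes (44.5%), with a one-sided Fisher's exact p of 0.874. This argues against chromosome 3 as their main source.

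Genes were also detected in single libraries. There were 17 genes at least 50-fold higher in chinmoST 3–5 d than in every other library, among them Sfp87B (FBgn0259975, 3R, 12273126 to 12273521), EbpII (FBgn0011694, 2R, 25173568 to 25174230) and Sfp60F (FBgn0259968, 2R, 25172245 to 25172695) at 364, 384 and 342 CPM over all barcodes, 7 such genes in wild-type 9–11 d and 1 in chinmoST 9–11 d. Another 6 genes were shared by the libraries at 3–5 d. The genes named here were chosen after their values were seen, and no explanation was tested for them.

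For each count of genes, all 10 splits of the 6 libraries into 3 and 3 were fitted with edgeR. The share can never be under 0.1, so 10 splits cannot exclude chance whatever the counts are, and a failure to exclude it here is not evidence for chance. The real split gave the most genes in intermediate cyst cells (1 of 10 splits gave as many), early spermatocytes (1 of 10) and early spermatids (1 of 10). In early spermatocytes the 262 genes of the real split stood against 0 in each of the 9 others, and in early spermatids 151 against 0. In intermediate cyst cells and early spermatids, where age pairs the libraries, it was also 1 of the 4 splits that part all 3 pairs. In hub cells, CySCs, early cyst cells and late spermatocytes, with 0 genes in the real split, 10 of 10 gave as many by construction, which tells nothing about these types. The fit with age as a block gave 53 genes in CySCs and 315 in late spermatocytes. In GSCs/spermatogonia 3 of 10 did. A split that sets wild-type 3–5 d, wild-type 6–8 d and chinmoST 3–5 d against the rest gave 1417 genes, one with wild-type 3–5 d, wild-type 9–11 d and chinmoST 3–5 d gave 1144. Both keep the 3–5 d libraries together, but the other 2 splits that do so gave 0, so age alone is not shown to be the reason. The fit with age as a block gave 89 genes in that type. In hub cells the splits with both 3–5 d libraries and chinmoST 9–11 d (64 genes) or wild-type 6–8 d (5 genes) on 1 side gave more than the real one, while the other 2 splits that keep the 3–5 d libraries together gave 0, and the blocked count was 282.

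For the gene sets, the number of the 10 splits with as small a camera p was 2, 2 and 1 in CySCs for cytoplasmic ribosomal proteins, mitochondrial ribosomal proteins and oxidative phosphorylation. In the same order it was 4, 6 and 3 in intermediate cyst cells, 7, 10 and 4 in GSCs/spermatogonia and 2, 6 and 6 in early spermatocytes. Among the 4 splits that part all age pairs, the numbers were 2, 1 and 1 in CySCs and 1, 3 and 2 in intermediate cyst cells, the 2 of these types in which age pairs the libraries. Neither 10 nor 4 splits can exclude chance, whatever the values are, and oxidative phosphorylation in CySCs was the strongest in both.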
